A study of Mus musculus with 4 samples. Its data were reported in "Dynamic fibroblast–immune interactions shape recovery after brain injury" (2025).

How the data were processed

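Nuclei were taken 21 days post-injury (dpi) from mouse brain with a photothrombotic lesion, a focal cortical injury made by light activation of a circulating dye. Mice labelled control were compared with mice labelled Cxcl12-cKO, in which a floxed Cxcl12 gene was combined with Col1a2-creER, an inducible Cre recombinase expressed in fibroblasts. Cxcl12 encodes a chemokine whose receptors are encoded by Cxcr4 and Ackr3. In each genotype, tissue from 1 male and 1 female mouse was pooled. Nuclei of the lesion and of the surrounding parenchyma were marked with separate multiplexing tags and mixed at 75% lesion and 25% parenchyma nuclei, so the share of each region was set by the authors. They were captured as 1 library per genotype with the Chromium 3′ v3.1 chemistry, which counts transcripts near their 3′ end by unique molecular identifiers (UMIs). The labels name 4 samples, which are a gene expression library and a tag library of each genotype, with 1 replicate in each group.

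The authors ran Cell Ranger 9.0.0, as the file headers state, on the GRCm39 genome, and assigned barcodes to regions by their tags. They deposited 4 filtered matrices of UMI counts, 1 for each region of each library. The deposited values were whole-number counts per gene and nucleus with no normalization. Each matrix held 33696 gene features, of which 52 shared a symbol with another feature and were kept apart. The counting of intronic reads and the deleted part of Cxcl12 are not given in the sources used here. No column of per-sample values was left unused. Genes are given by symbol and identifier only, since the reference at hand was of another build.

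The 4 matrices held 23489 barcodes. Barcodes in the lowest or highest 2.5% by UMIs, in the lowest or highest 2.5% by genes, or in the highest 2.5% by mitochondrial share were removed, with percentiles taken over all barcodes together. This kept barcodes with 757 to 36240 UMIs, 584 to 6419 genes and at most 8.75% mitochondrial UMIs. It removed 1746 barcodes and left 21743 nuclei. Counts were scaled to 10000 per nucleus and log-transformed, and 3000 variable genes, 30 principal components and 20 nearest neighbours were used for Leiden clustering at resolution 0.25 in scanpy 1.11.5. The interferon-γ (IFNγ) list, Cxcl12, Cxcr4, Ackr3, sex-linked genes and mitochondrial genes were left out of clustering. Lesional fibroblast-like, myeloid-like and T-cell-like nuclei were clustered again with 2000 variable genes at resolution 0.25. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.

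The 16 clusters were named from marker lists fixed before the data were examined, as were the gene lists, the rule for naming genes, the main design and 15 processing alternatives. A cluster took the name of the class whose markers had the highest mean log2 fold over the other nuclei, with at least 3 markers up, and is written as class-like. Several naming thresholds were set after the clusters had been seen. A marker counted as up only with a UMI in at least 10% of the nuclei of the cluster, the mean log2 fold had to reach 0.5, and a cluster with at least 3 bone matrix genes among its 10 leading genes stayed unnamed. The last threshold kept 1 cluster out of the fibroblast class. It held 4.30% of lesional nuclei in the library labelled control (348 of 8095) and 1.06% in the library labelled Cxcl12-cKO (84 of 7933). Under the first, none of the 6 neutrophil markers counted as up in myeloid subcluster 1, to which they were closest, and it stayed unnamed. That subcluster held 26.5% of lesional myeloid-like nuclei in the library labelled control and 34.4% in the library labelled Cxcl12-cKO. The 1 cluster named endothelial-like had 2 mural genes among its 10 leading genes. T-cell subclusters were given numbers only.

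No doublet caller was part of the main analysis. Scrublet, run within each library, marked 2 and 0 barcodes in the lesion and parenchyma of the library labelled control and 17 and 1 in those of the library labelled Cxcl12-cKO. At such shares the caller had not worked, so the 10% of barcodes with the highest Scrublet score in each library were removed as a further alternative. Nuclei were assigned to the female mouse by Xist UMIs with no UMI of Ddx3y, Uty, Kdm5d or Eif2s3y, and to the male mouse by the reverse. Both kinds of UMI occurred in 9.75% and 9.98% of nuclei kept from the lesion and parenchyma of the library labelled control, and in 11.3% and 14.3% of those labelled Cxcl12-cKO. Such nuclei are doublets or carry free RNA. Their share was 26.9% and 24.8% among the high-score lesional barcodes of the 2 libraries, against 7.16% and 9.29% among the other lesional barcodes.

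UMIs were summed over the nuclei of a class in each library and scaled to the summed UMIs of the class as CPM. Log2 ratios were taken of the library labelled Cxcl12-cKO over the library labelled control, with 0.5 added to each sum. The mice of a genotype shared 1 library, so mouse and library could not be separated as replicates, and no test between genotypes was run and no P values were computed. Sums carry exact Poisson intervals, shares exact Clopper-Pearson intervals, and log2 ratios of counts exact conditional binomial intervals, all at 95%. For shares, the ratio intervals treat the counts as Poisson, so they are wider than counting error where a share is large. Intervals of list medians came from 1000 Poisson draws. These intervals cover counting error only, not the variation between mice or libraries, and a count of 0 was read as allowing up to 3. Those of UMIs also leave out the variation between the nuclei of a class. The gene lists were an IFNγ response list (48 genes), a scar-associated macrophage list (6), an M1-like list (14), a synaptic list (63) and a type 1 T cell list (8). A gene list was summarised by the median log2 ratio of its members with at least 20 UMIs in the class, and by the percentile of that median among 10000 random lists of the same size, drawn for each member from the 50 genes nearest in expression. The values of the female and male mice are taken over the same list members. Shares of nuclei with a UMI were compared after thinning each nucleus to 1000 UMIs and leaving out shallower nuclei.

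The genes named were Cxcl12, Cxcr4 and Ackr3, the 2 members of each list with the most UMIs, and the 3 genes with the highest and the 3 with the lowest log2 ratio in lesional fibroblast-like, lesional myeloid-like, excitatory-neuron-like and inhibitory-neuron-like nuclei. The last groups were chosen among genes with at least 200 UMIs in the class and the same direction in the nuclei of the female and male mice, leaving out mitochondrial genes, Xist, Tsix, Ddx3y, Uty, Kdm5d, Eif2s3y and genes named only by a prefix and a number. Leaving out genes named by a prefix and a number was first coded too widely and was corrected to the written rule after the first values had been seen. Not every gene chosen by this rule, and not every subcluster, is given. A further gene or subcluster discussed outside this rule is said to have been chosen after its values were seen.

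The ratio and list steps were tested on simulated counts with 200 changed genes per class. Intervals held the true value for 97%, 96%, 92% and 96% of changed genes in the fibroblast-like, myeloid-like, excitatory-neuron-like and inhibitory-neuron-like sets of 16654, 14773, 19457 and 15802 genes. Among 200 unchanged simulated lists in each set, 3.5%, 8%, 5% and 5.5% fell outside the central 95% of random lists. The simulated counts were independent Poisson draws for each gene, the model that the intervals assume. The check therefore tests the computation only. It does not cover UMIs that gather in few nuclei or list genes that vary together.

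The 15 alternatives changed the filter on nuclei, the doublet treatment, the clustering resolution, the naming of nuclei, the mouse, the scaling, the weighting, the depth, the minimum of list genes and the list summary. A further 6 alternatives were added after the data had been seen. The tag counts were used only to check the assignment of regions. The study scored myeloid cells and neurons with separate IFNγ gene sets, which were not at hand in full. A single list fixed here, which includes antigen presentation genes, was used for both, so the neuronal values do not repeat the neuronal score of the study. Class names and counts were rebuilt from the matrices, so differences from the study may come from the names.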

Results

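The data were single-nucleus transcriptomes of photothrombotic lesions and of the surrounding parenchyma at 21 dpi, from 1 library labelled control and 1 library labelled Cxcl12-cKO. The library labelled control held 8608 lesional and 3244 parenchymal barcodes with 34769874 and 62701074 UMIs. The library labelled Cxcl12-cKO held 8421 lesional and 3216 parenchymal barcodes with 31995274 and 62749811 UMIs. After filtering, 8095 lesional and 2877 parenchymal nuclei remained in the library labelled control, with medians of 2962 and 15915 UMIs. In the library labelled Cxcl12-cKO 7933 and 2838 nuclei remained, with medians of 2975 and 16648 UMIs. Depth therefore differed far more between regions than between libraries. In the lesion, 3391 and 3311 nuclei of the libraries labelled control and Cxcl12-cKO were assigned to the female mouse and 2703 and 2498 to the male mouse. Another 1212 and 1224 lesional nuclei had no UMI of either kind, and 789 and 900 had both. Values by mouse leave these nuclei out, and the loss differed by class. In the library labelled control, 50 and 25 of 114 T-cell-like nuclei were assigned to the female and male mouse. Of 4186 fibroblast-like nuclei these numbers were 1738 and 1553. There was no replicate library in either genotype, so the differences below are between these libraries and have no replicate check. Differences between the female and the male mice were not tested either.

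The targeted gene was examined first. In lesional fibroblast-like nuclei, Cxcl12 (ENSMUSG00000061353) was counted with 1523 UMIs, or 106 CPM (101 to 111), in the library labelled control and 3228 UMIs, or 217 CPM (210 to 225), in the library labelled Cxcl12-cKO. The log2 ratio was 1.03 (0.95 to 1.12), so the gene was higher under the label of the knockout. It was 1.41 (1.28 to 1.56) in the nuclei of the female mice and 0.80 (0.66 to 0.95) in those of the male mice, the largest and smallest values over the 13 alternatives that gave one. A Cxcl12 UMI was found in 22.5% of fibroblast-like nuclei labelled control and 36.8% of those labelled Cxcl12-cKO, at medians of 3063 and 3110 UMIs. After thinning these shares were 8.42% and 16.0%, with 110 and 102 nuclei left out. Parenchymal excitatory-neuron-like nuclei, which should lack the gene, had a UMI in 3.60% and 5.04% of nuclei at medians of 17480 and 18390 UMIs, and in 0.231% and 0.246% after thinning, with 3 and 10 nuclei left out. The deleted part of the gene is not given in the sources used here, so the 3′ counts check nothing about the deletion. Since the targeted gene went against the labels, each direction below is between the libraries as labelled.

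**Figure D1:**
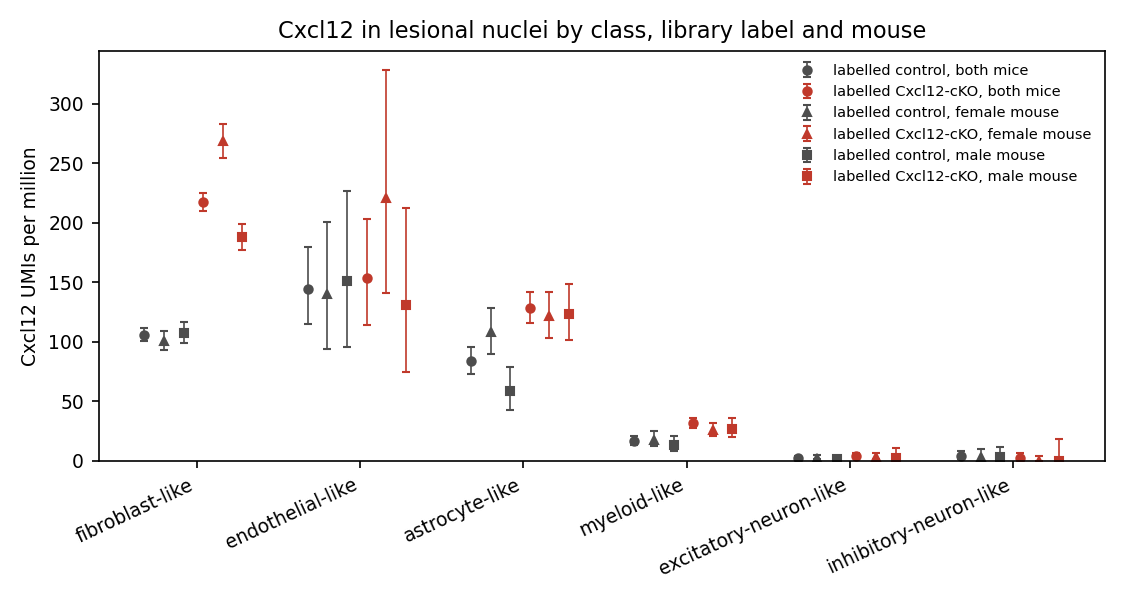
Cxcl12 level in CPM (y axis) in lesional nuclei of 6 classes (x axis), with grey for the library labelled control and red for the library labelled Cxcl12-cKO. Circles show both mice, triangles the female mouse and squares the male mouse, with exact 95% Poisson intervals; fibroblast-like nuclei stood at 106 CPM against 217 CPM.

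Other classes were compared for the same gene. In lesional endothelial-like nuclei Cxcl12 was at 145 CPM (115 to 179) in the library labelled control and 154 CPM (114 to 203) in the library labelled Cxcl12-cKO, a log2 ratio of 0.095 (-0.45 to 0.62) that did not differ beyond counting error. In lesional astrocyte-like nuclei it was at 83.9 and 128 CPM, with a log2 ratio of 0.61 (0.37 to 0.85). The ratio was 1.06 (0.56 to 1.61) in the male mice and within counting error in the female mice (0.17, -0.18 to 0.52), and the control mice, at 108 CPM for the female and 58.8 CPM for the male, differed by more than the libraries. Lesional myeloid-like nuclei held 16.9 and 31.5 CPM (log2 ratio 0.90, 0.53 to 1.29). This ratio fell to 0.02 at resolution 0.5, to 0.12 with the highest Scrublet scores removed and to 0.14 with each nucleus assigned by its own markers, so it depends on which nuclei are counted as myeloid-like. In lesional excitatory-neuron-like nuclei it was at 2.51 and 3.83 CPM (0.63, -0.56 to 1.73). Over lesion and parenchyma together the log2 ratio was 0.42 (0.035 to 0.80) in excitatory-neuron-like nuclei and 0.80 (-0.28 to 2.02) in inhibitory-neuron-like nuclei. The receptor Cxcr4 (ENSMUSG00000045382) was at 17.9 CPM in lesional myeloid-like nuclei labelled control and 20.9 CPM in those labelled Cxcl12-cKO, a log2 ratio of 0.22 (-0.17 to 0.63). Ackr3 (ENSMUSG00000044337) was at 21.5 and 19.9 CPM in lesional fibroblast-like nuclei (-0.11, -0.35 to 0.12). For both receptors the difference was not detectable at this depth. In fibroblast-like nuclei Cxcr4 was counted with 6 and 9 UMIs only, and in myeloid-like nuclei Ackr3 with 15 and 35 UMIs.

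The design asked whether deletion of Cxcl12 in fibroblasts changed the cellular makeup of the lesion. Fibroblast-like nuclei made up 51.7% (50.6 to 52.8%) of lesional nuclei labelled control and 52.0% (50.9 to 53.1%) of those labelled Cxcl12-cKO, which did not differ beyond counting error. The mice moved apart, with 51.3% and 44.0% in the female mice and 57.5% and 64.1% in the male mice, and the log2 ratio moved most in the female mice, to -0.22. Myeloid-like nuclei made up 22.2% (21.3 to 23.1%) of the lesion labelled control and 29.0% (28.0 to 30.1%) of that labelled Cxcl12-cKO. This log2 ratio of 0.39 (0.30 to 0.48) was 0.73 (0.60 to 0.87) in the female mice and 0.095 (-0.080 to 0.27) in the male mice, so most of it was in the female mice. Excitatory-neuron-like nuclei made up 6.23% and 2.96% (log2 ratio -1.07, -1.30 to -0.85), and the share was lower in the nuclei of both the female (-0.65) and the male (-1.88) mice. Inhibitory-neuron-like nuclei made up 1.72% and 1.74% (0.019, -0.33 to 0.37). Cluster 12 held most of them in each library, and a cluster led by Drd2 held 11 of 139 labelled control and 52 of 138 labelled Cxcl12-cKO. Astrocyte-like nuclei made up 7.56% and 7.89%, oligodendrocyte-like nuclei 2.37% and 2.53%, and ependymal-like nuclei 0.124% and 0.265%, each within counting error. Endothelial-like nuclei made up 2.36% and 1.24% (-0.93, -1.30 to -0.58). How much neuron-rich tissue was dissected with the lesion is part of these shares, and their sum is fixed.

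**Figure D2:**
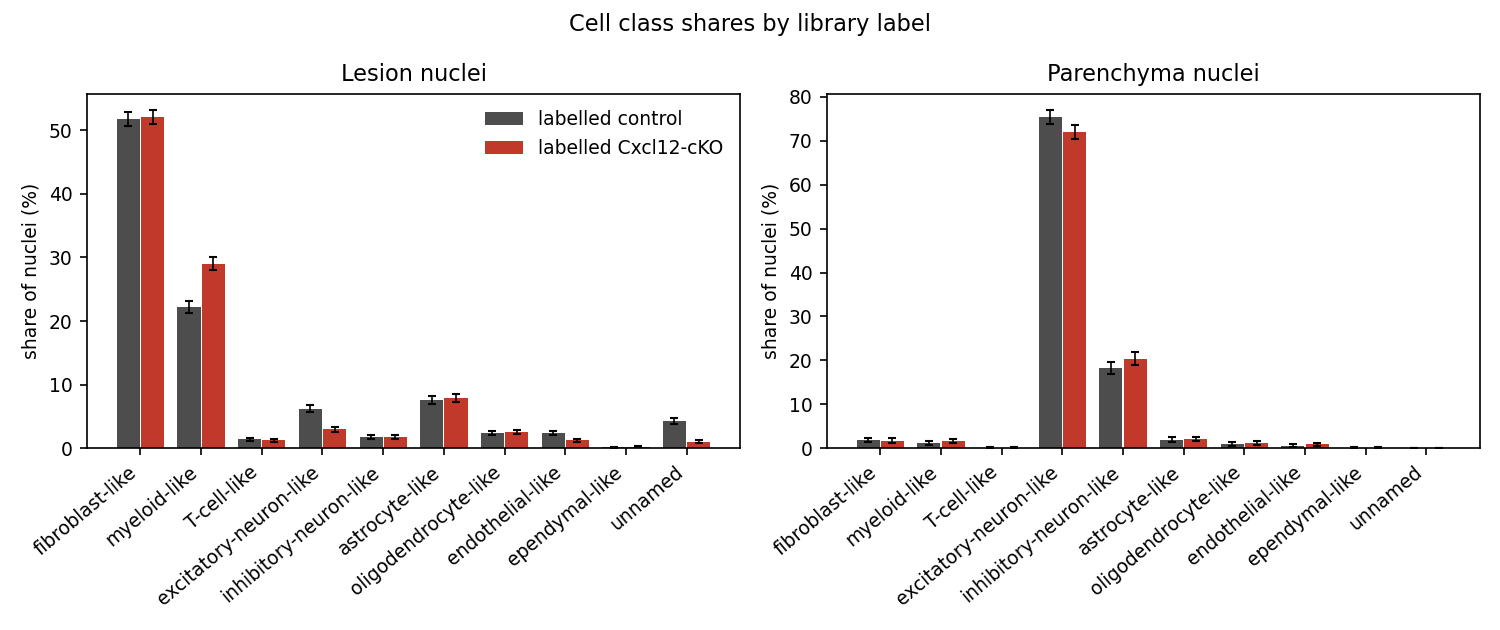
Share of nuclei in percent (y axis) by class (x axis) in the lesion (left) and parenchyma (right), with grey bars for the library labelled control and red bars for the library labelled Cxcl12-cKO and exact 95% binomial intervals. In the lesion the fibroblast-like share was 51.7% against 52.0% and the myeloid-like share 22.2% against 29.0%.

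In the parenchyma, excitatory-neuron-like nuclei made up 75.3% (73.7 to 76.9%) of nuclei labelled control and 72.0% (70.3 to 73.6%) of those labelled Cxcl12-cKO, and inhibitory-neuron-like nuclei 18.2% (16.9 to 19.7%) and 20.4% (19.0 to 22.0%). The log2 ratios were -0.065 (-0.15 to 0.023) and 0.16 (-0.0094 to 0.34). The exact intervals of the excitatory-neuron-like shares did not overlap, so their ratio interval is too wide. Fibroblast-like nuclei were 51 of 2877 and 50 of 2838, myeloid-like nuclei 32 and 46, and T-cell-like nuclei 1 and 2. No cluster was named after B cells, mural cells, oligodendrocyte precursors or neural progenitors at the resolution used. At resolution 0.5 a cluster of 209 nuclei was named after oligodendrocyte precursors, as was a cluster of 255 nuclei, which also carried the dividing-cell gene Top2a, with the highest Scrublet scores removed. In the astrocyte-like cluster the precursor markers scored second, with a mean log2 fold of 2.82 against 3.33 for the astrocyte markers.

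The study asked whether T cells depended on fibroblast Cxcl12. T-cell-like nuclei were 114 of 8095 lesional nuclei labelled control (1.41%, 1.16 to 1.69%) and 100 of 7933 labelled Cxcl12-cKO (1.26%, 1.03 to 1.53%). The log2 ratio of -0.16 (-0.56 to 0.24) was not detectable at this depth, with -0.25 (-0.88 to 0.37) in the female mice and 0.056 (-0.82 to 0.92) in the male mice. Subcluster 0 of these nuclei, in which 4 of the 8 type 1 T cell genes were up, made up 0.939% of lesional nuclei labelled control (76 nuclei) and 0.592% of those labelled Cxcl12-cKO (47 nuclei), with a log2 ratio of -0.66 (-1.22 to -0.12). The ratio was -0.56 (-1.44 to 0.27) in the female and -0.41 (-1.68 to 0.77) in the male mice, where the counts are small. As a share of T-cell-like nuclei, subcluster 0 held 66.7% (57.2 to 75.2%) and 47% (36.9 to 57.2%), with a log2 ratio of -0.50 (-1.06 to 0.039). That ratio interval is too wide for a share this large. The exact intervals of the shares had only the limit of 57.2% in common at this rounding. Subcluster 1 held 19 and 8 nuclei and had UMIs of both sexes in 37.0% of them. The median log2 ratio of the type 1 T cell list in these nuclei was -0.023 (-0.38 to 0.33) over the 5 members with enough UMIs.

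Lesional fibroblast-like nuclei fell into 5 subclusters. Subcluster 0, late inner-like, held 34.1% (32.7 to 35.6%) of them in the library labelled control and 41.3% (39.8 to 42.8%) in the library labelled Cxcl12-cKO, a log2 ratio of 0.28 (0.17 to 0.38) that was 0.35 in the female and 0.28 in the male mice. Subcluster 1, leptomeningeal-like, held 29.5% and 28.6% (-0.045, -0.16 to 0.071). Subcluster 2 was unnamed and was led by Dnajc5b, Vsx1 and Slco4a1. It held 26.7% (25.3 to 28.1%) and 17.5% (16.3 to 18.6%), a log2 ratio of -0.61 (-0.75 to -0.48). It moved most in the female mice, to -1.04, and was -0.40 in the male mice. Some of the genes leading it were themselves lower in the class, and with all genes that differed left out of subclustering the ratio was -0.35. Left out were the 2241 genes with at least 20 UMIs and a log2 ratio of 0.5 or more in either direction. A changed share alone can move the genes of a subcluster past this cut, so the smaller ratio cannot be held against the shift. Subcluster 3, also leptomeningeal-like, held 9.20% and 11.7% (0.35, 0.15 to 0.55), but it was higher in the female mice (1.20, 0.88 to 1.54) and lower in the male mice (-0.50, -0.84 to -0.16). Subcluster 4, led by Top2a and Mki67, held 0.454% and 0.897%. Subclusters 0 and 2 thus shifted in the same direction in both mice, and no replicate spread is at hand to judge the size of the shift.

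**Figure D3:**
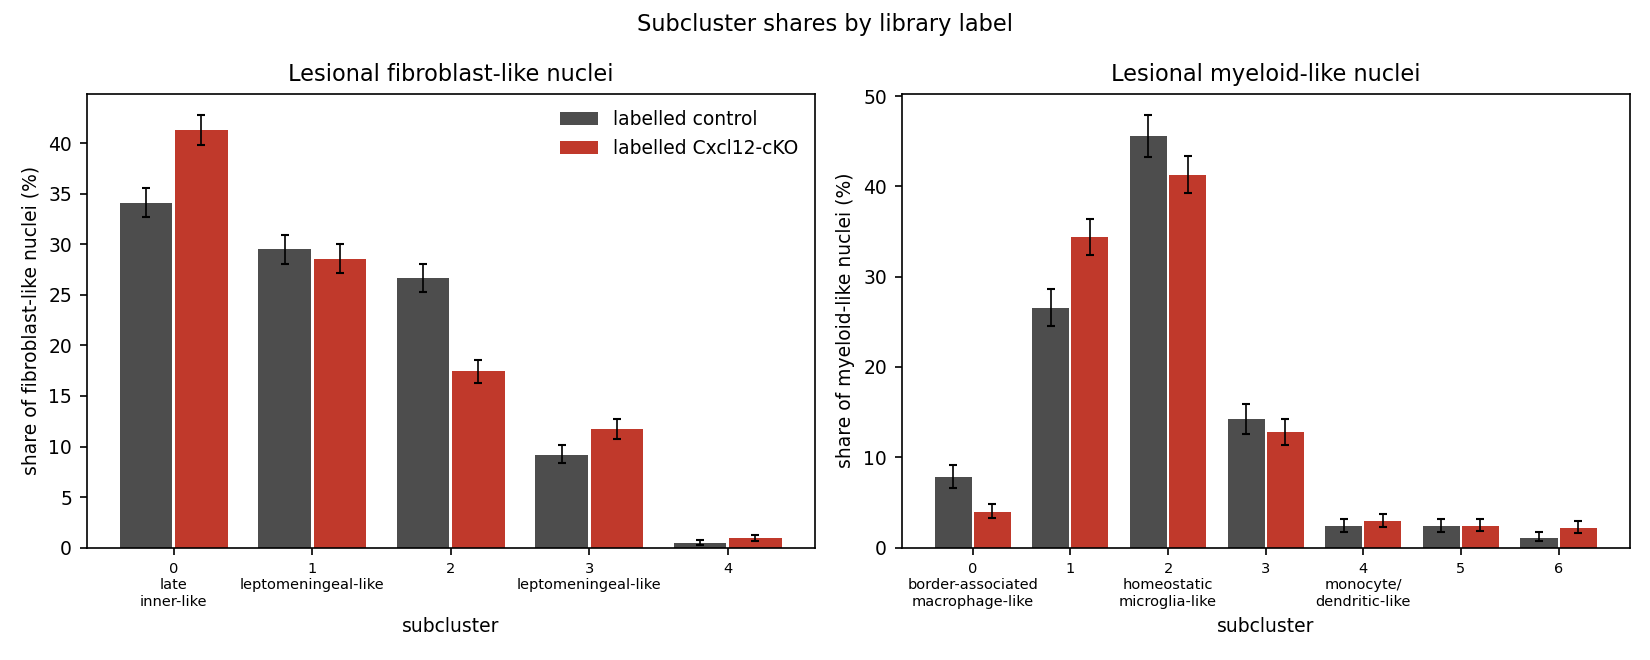
Share in percent (y axis) of each subcluster (x axis) among lesional fibroblast-like nuclei (left) and lesional myeloid-like nuclei (right), with grey bars for the library labelled control, red bars for the library labelled Cxcl12-cKO and exact 95% binomial intervals. Fibroblast subcluster 2 stood at 26.7% against 17.5%, and myeloid subcluster 1 at 26.5% against 34.4%.

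Of the 9914 genes open to the naming rule in lesional fibroblast-like nuclei, 5760 had the same direction in the female and male mice. Across these genes, which are not independent replicates, the Pearson correlation of the log2 ratios in the female and male mice was 0.241. The same direction was found for 4081 of 7644 genes in lesional myeloid-like nuclei (correlation 0.028), 6170 of 11415 in excitatory-neuron-like nuclei (0.132) and 4037 of 8303 in inhibitory-neuron-like nuclei (-0.075). Outside fibroblast-like nuclei the ratios of the mice thus went together little, gene by gene. Counting error in genes with few UMIs lowers such correlations by an amount that was not measured. They therefore do not show that the mice shared little. Genes named outside fibroblast-like nuclei by the same direction in both mice are to be read with these limits. The highest ratio was that of Chrm3 (ENSMUSG00000046159), at 132 CPM in the library labelled control and 597 CPM in the library labelled Cxcl12-cKO (log2 ratio 2.17, 2.10 to 2.25; female 1.10, male 2.84). Mmp3 (ENSMUSG00000043613) rose from 12.4 to 53.8 CPM (2.11, 1.88 to 2.36) and Pappa2 (ENSMUSG00000073530) from 3.13 to 12.4 CPM (1.98, 1.51 to 2.49). The lowest were Rsad2 (ENSMUSG00000020641; 19.1 and 6.66 CPM; -1.52, -1.87 to -1.19), Slco4a1 (ENSMUSG00000038963; 14.1 and 5.04 CPM; -1.48) and Cyp2f2 (ENSMUSG00000052974; 18.9 and 8.13 CPM; -1.21). Slco4a1 and Cyp2f2 were among the genes leading subcluster 2, so their ratios and the share of that subcluster are not separate results. Lesional excitatory-neuron-like nuclei held Chrm3 at 1328 CPM.

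Lesional myeloid-like nuclei fell into 7 subclusters. Subcluster 2, homeostatic microglia-like, held 45.6% (43.3 to 47.9%) of them in the library labelled control and 41.3% (39.3 to 43.4%) in the library labelled Cxcl12-cKO. The log2 ratio was -0.14 (-0.28 to -0.0051). As a share of all lesional nuclei it rose, from 10.1% to 12%, with a log2 ratio of 0.24 (0.11 to 0.38). That rise was in the female mice (0.64, 0.44 to 0.84), and the male mice were within counting error (-0.081, -0.36 to 0.20). The shares below are again of myeloid-like nuclei. Subcluster 1, unnamed and led by S100a9, F7 and Fam83f, held 26.5% (24.5 to 28.6%) and 34.4% (32.4 to 36.4%). Its log2 ratio of 0.37 (0.21 to 0.54) was 0.87 (0.58 to 1.17) in the female mice, 0.13 (-0.16 to 0.42) in the male mice and 0.09 with the genes that differed left out of subclustering. Subcluster 0, border-associated macrophage-like, held 7.84% (6.64 to 9.18%) and 3.99% (3.23 to 4.87%), a log2 ratio of -0.97 (-1.37 to -0.58) that was -1.49 (-2.08 to -0.94) in the female mice and -0.45 (-1.30 to 0.36) in the male mice. With the 2139 genes that differed in this class left out, no subcluster matched subcluster 0. A changed share alone can move the markers of a subcluster past the cut for leaving genes out. Neither this nor the 0.09 of subcluster 1 can therefore be held against the shifts. Subcluster 3, unnamed, held 14.2% and 12.8%; it carried fibroblast genes and had UMIs of both sexes in 31.3% of its nuclei. Subcluster 4, monocyte/dendritic-like, held 2.39% and 2.91%, subcluster 5 held 2.39% and 2.43%, and subcluster 6, led by Kif11 and Cenpf, held 1.11% and 2.21%. No subcluster was named DAM/SAM-like (disease-associated microglia or scar-associated macrophages). Of those markers 5 of 8 were up in subcluster 5, whose leading genes included Ly6c2 of another state.

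The study asked whether the response to IFNγ, a cytokine of type 1 T cells, was altered in myeloid cells. Of the 48 IFNγ-response genes, 46 had enough UMIs in lesional myeloid-like nuclei, and 45 of them were lower in the library labelled Cxcl12-cKO. The median log2 ratio was -0.50 (-0.59 to -0.43), below all 10000 random lists (central 95% -0.088 to 0.050), and the summed UMIs of the list were 3600 CPM (3540 to 3650) and 2520 CPM (2480 to 2560). The fall was larger in the female mice, with a median of -0.88 (-1.01 to -0.77), against -0.13 (-0.27 to -0.029) in the male mice. The list stood at 4890 and 2760 CPM in the female mice labelled control and Cxcl12-cKO and at 2410 and 2120 CPM in the male mice. The male mouse labelled control was therefore below the female mouse labelled Cxcl12-cKO, and the control mice differed from each other (log2 1.02) by more than the libraries. The median moved most with 1 mouse of each library alone, to -0.88 for the female mice and -0.12 for the male mice with the UMI minimum applied to those nuclei. In lesional fibroblast-like nuclei the median of the list was -0.23 (-0.34 to -0.21) over 47 genes, also below all random lists, with -0.33 in the female mice and -0.12 (-0.18 to -0.0066) in the male mice. There too the control mice, at 2420 CPM for the female and 1290 CPM for the male, differed by more than the libraries, at 1790 and 1490 CPM. Among its members with the most UMIs in myeloid-like nuclei, Rnf213 was at 302 and 237 CPM (-0.34, -0.45 to -0.24) and Irf8 at 254 and 228 CPM (-0.15, -0.26 to -0.046).

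The M1-like list of inflammatory genes was also lower in the library labelled Cxcl12-cKO, with a median of -0.57 (-0.75 to -0.40) over 12 genes, below all random lists. It was -0.43 (-0.76 to -0.29) in the female mice and -0.41 (-0.69 to 0.10) in the male mice. The summed list was at 503 and 336 CPM in the female mice labelled control and Cxcl12-cKO and at 293 and 219 CPM in the male mice, so here as well the male mouse labelled control was below the female mouse labelled Cxcl12-cKO. Cd86 was at 228 and 159 CPM (-0.52, -0.64 to -0.40) and Nlrp3 at 40.1 and 32.9 CPM (-0.29, -0.57 to -0.0025). The 6 genes of the scar-associated macrophage (SAM) list had a median of -0.047 (-0.11 to 0.036) at percentile 35.2. It was 0.15 (0.053 to 0.26) in the female mice and 0.10 (0.013 to 0.24) in the male mice, and it was above 0 within 6 of the 7 myeloid subclusters. The summed UMIs of the list had a log2 ratio of 0.31, so the pooled median differed in sign from the sum, from both mice and from most subclusters. The sum followed Gpnmb, at 1442 and 2051 CPM (0.51, 0.47 to 0.55). Spp1 was at 333 and 303 CPM (-0.13, -0.23 to -0.040), but it was higher in the library labelled Cxcl12-cKO in the nuclei of the female mice (0.30) and of the male mice (1.17) and when nuclei were weighted alike (0.51). In the library labelled control 10 nuclei held 51.7% of its UMIs. Of its 1599 UMIs there, 452 lay in nuclei assigned to the female and 236 in those assigned to the male mouse. Most thus lay in nuclei assigned to neither, which the values by mouse leave out.

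The genes with the highest ratio in lesional myeloid-like nuclei were Tbc1d2 (ENSMUSG00000039813; 14.1 and 28.6 CPM; 1.01, 0.61 to 1.44), Apoc1 (ENSMUSG00000040564; 20.4 and 40.7 CPM; 0.99, 0.66 to 1.34) and Eln (ENSMUSG00000029675; 16.0 and 31.3 CPM; 0.96, 0.59 to 1.36). Apoc1 was lower in the library labelled Cxcl12-cKO with no filter on nuclei (-0.09), with percentiles within each matrix (-0.04) and at resolution 0.5 (-0.19), and Eln was at 239 CPM in lesional endothelial-like nuclei. The lowest were Iigp1 (ENSMUSG00000054072; 80.1 and 10.9 CPM; -2.87, -3.25 to -2.52), Ccl6 (ENSMUSG00000018927; 34.5 and 11.3 CPM; -1.61, -2.02 to -1.22) and Clec4a2 (ENSMUSG00000030148; 26.8 and 10.9 CPM; -1.30, -1.73 to -0.88). Iigp1, a member of the IFNγ list, fell in the female mice (-3.81) and barely in the male mice (-0.25, -1.27 to 0.75).

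**Figure D4:**
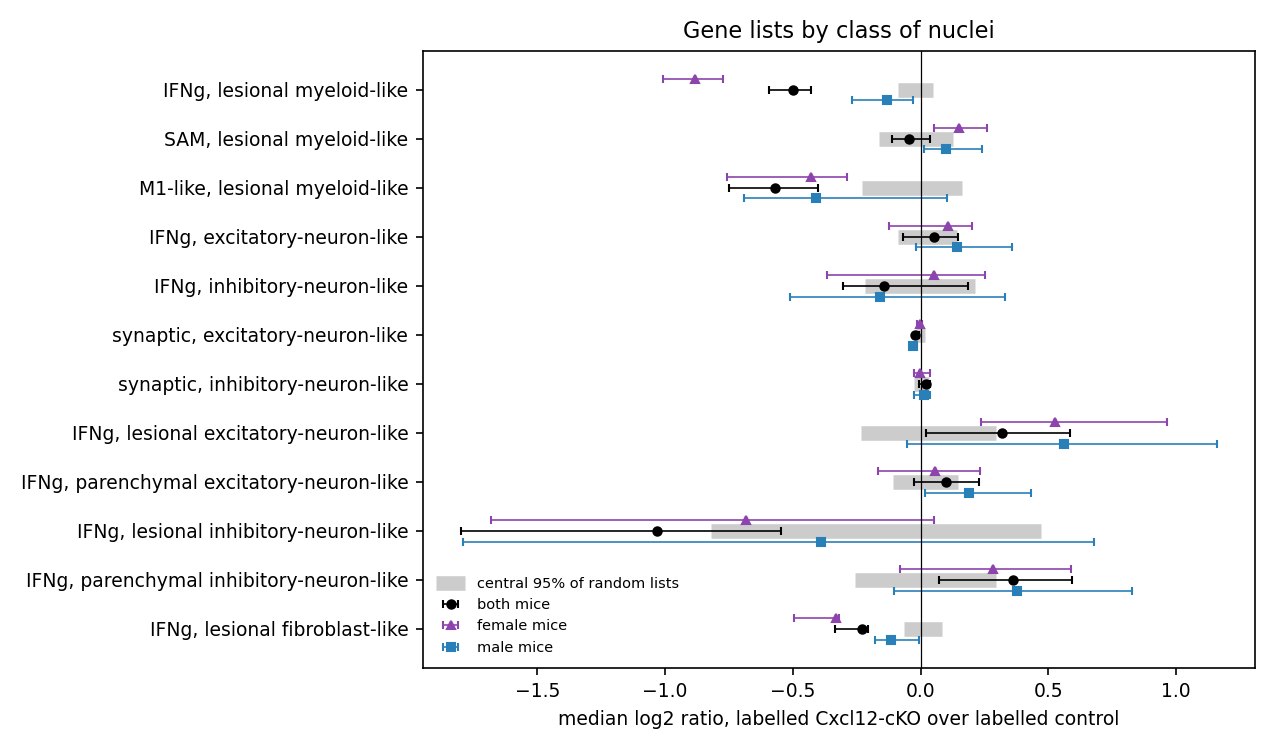
Median log2 ratio of each gene list, library labelled Cxcl12-cKO over library labelled control (x axis), by list and class of nuclei (y axis). Black circles show both mice, purple triangles the female mice and blue squares the male mice, with 95% intervals from Poisson draws, and grey bars span the central 95% of 10000 matched random lists; the IFNγ list in lesional myeloid-like nuclei lies at -0.50.

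The IFNγ list was compared in neurons as well. In excitatory-neuron-like nuclei of both regions its median log2 ratio was 0.051 (-0.069 to 0.15) over 38 genes, at percentile 67.0. It was 0.32 (0.021 to 0.59) over 19 genes in lesional nuclei, at percentile 98.8, and 0.099 (-0.025 to 0.23) over 35 genes in parenchymal nuclei, at percentile 89.5. In inhibitory-neuron-like nuclei it was -0.14 (-0.31 to 0.18) over 19 genes, at percentile 8.76. Parenchymal inhibitory-neuron-like nuclei had a median of 0.36 (0.073 to 0.59) over 18 genes, at percentile 99.3, and lesional ones -1.03 (-1.80 to -0.55) over 6 genes, at percentile 0.195. The last median rests on few genes, and it was 0.38 when each nucleus was assigned by its own markers. The list summed to 73.4 and 75.8 CPM in excitatory-neuron-like nuclei, against 3600 and 2520 CPM in lesional myeloid-like nuclei. How much of the neuronal level is free RNA of other cells was not measured. Among its members, B2m was at 5.44 and 5.81 CPM in excitatory-neuron-like nuclei and Psme1 at 6.09 and 7.63 CPM in inhibitory-neuron-like nuclei. Neither difference was detectable at this depth.

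The synaptic list of 63 genes addressed synaptic programmes in neurons. Its median log2 ratio was -0.021 (-0.023 to -0.0052) in excitatory-neuron-like nuclei, at percentile 1.00, with -0.0012 in the female mice and -0.030 in the male mice. In inhibitory-neuron-like nuclei it was 0.022 (-0.0047 to 0.036), at percentile 92.4. Scaling by the trimmed mean of M values (TMM) moved these medians to -0.03 and 0.04, and the list summed to 74200 CPM in the excitatory-neuron-like nuclei of each library. Ptprd was at 11250 and 11190 CPM and Dlg2 at 6665 and 6645 CPM in excitatory-neuron-like nuclei. Nrxn3 was at 8931 and 8710 CPM (-0.036, -0.050 to -0.022) and Cntnap2 at 6791 and 6421 CPM (-0.081, -0.097 to -0.065) in inhibitory-neuron-like nuclei.

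In excitatory-neuron-like nuclei the highest ratios were those of C1qb (ENSMUSG00000036905; 1.62 and 3.24 CPM; 1.00, 0.58 to 1.43), Mc1r (ENSMUSG00000074037; 1.75 and 3.34 CPM; 0.93, 0.53 to 1.35) and Lama3 (ENSMUSG00000024421; 2.45 and 4.67 CPM; 0.93, 0.59 to 1.28). The lowest were Capn11 (ENSMUSG00000058626; 3.24 and 1.33 CPM; -1.28, -1.76 to -0.83), Col1a2 (ENSMUSG00000029661; 23.2 and 11.9 CPM; -0.96, -1.11 to -0.80) and Ctxnd1 (ENSMUSG00000097789; 5.46 and 2.88 CPM; -0.92, -1.25 to -0.60). C1qb was at 344 CPM in lesional myeloid-like nuclei, Lama3 at 209 CPM in lesional endothelial-like nuclei and Col1a2 at 1704 CPM in lesional fibroblast-like nuclei. In inhibitory-neuron-like nuclei the highest were Ano2 (ENSMUSG00000038115; 11.5 and 21.7 CPM; 0.91, 0.58 to 1.26), Entpd3 (ENSMUSG00000041608; 10.3 and 18.6 CPM; 0.85, 0.49 to 1.22) and Cck (ENSMUSG00000032532; 11.2 and 20.1 CPM; 0.84, 0.50 to 1.20). The lowest were Col1a2 (35.1 and 14.8 CPM; -1.25, -1.54 to -0.97), Col14a1 (ENSMUSG00000022371; 36.3 and 17.4 CPM; -1.06, -1.33 to -0.80) and Col1a1 (ENSMUSG00000001506; 19.1 and 9.57 CPM), which are abundant in fibroblast-like nuclei.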

Values the study reported

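The study reported 19,668 nuclei in this experiment, among them 7,954 fibroblasts, 3,792 myeloid cells, 180 T cells, 5,862 neurons, 1,213 astrocytes, 390 oligodendrocytes and 218 endothelial cells. For the comparison of lesional myeloid cells it stated 1,659 control and 2,056 Cxcl12-cKO nuclei. The neuronal comparison used 2,392 excitatory and 576 inhibitory control neurons, and 2,229 excitatory and 665 inhibitory Cxcl12-cKO neurons.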

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

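The tests of the rise of myeloid-like nuclei, of the nuclei of the cluster led by Drd2, of free RNA from lesional cells and of another tagged sample, and the use of assignment by own markers in the test of makeup, were chosen only after the results had been seen. All directions are between the libraries as labelled, and Cxcl12 itself went against the labels.

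The fibroblast-like share of the lesion moved in opposite directions in the 2 mice. The log2 ratio was -0.221 (-0.32 to -0.12) in the female mice and 0.158 (0.056 to 0.26) in the male mice, and the difference was not tested. Shares sum to the whole, so the rise of myeloid-like nuclei in the female mice could lower the fibroblast-like share there. Among nuclei other than myeloid-like ones the ratio in the female mice was 0.0517 (-0.050 to 0.15), as this would need. The same measure was 0.182 (0.081 to 0.28) in the male mice, which the rise in the female mice leaves open. A biological difference between the sexes and a difference in the tissue dissected from each mouse stay open as well, untested, since each sex was 1 mouse per genotype.

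The inhibitory-neuron-like share of the lesion also moved apart, with a log2 ratio of 0.776 (0.31 to 1.26) in the female mice and -1.55 (-2.46 to -0.77) in the male mice, and the difference was not tested. Nuclei of the cluster led by Drd2 may make up the rise in the female mice. Without that cluster the ratio there was 0.148 (-0.40 to 0.70), while in the male mice it was still -1.53 (-2.47 to -0.73). The fall in the male mice is thus not accounted for by that cluster. Counts were small, at 55 and 17 inhibitory-neuron-like nuclei in the male mice. How much neuron-rich tissue was taken with each lesion was not measured and stays open, as does a biological difference between the mice.

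Fibroblast subcluster 3 was a larger part of its class in the female mice, with a log2 ratio of 1.20 (0.88 to 1.54), and a smaller part in the male mice, with -0.50 (-0.84 to -0.16). The difference was not tested. Depth argues little for it, since the log2 ratio of median UMIs per fibroblast-like nucleus differed between the female and the male mice by only -0.0148. The subcluster is leptomeningeal-like, and the amount of meninges taken with each lesion was not measured, so dissection and a biological difference between the mice both stay open and untested.

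The IFNγ list moved apart in inhibitory-neuron-like nuclei, with a median log2 ratio of -1.03 over 6 genes in the lesion and 0.36 over 18 genes in the parenchyma. The difference was not tested. Without the cluster led by Drd2 the lesional median was still -0.65 (-1.71 to -0.21), but with each nucleus assigned by its own markers it was 0.38, level with the parenchyma. The lesional median was -0.68 (-1.68 to 0.052) in the female and -0.39 (-1.79 to 0.68) in the male mice. A different makeup of the nuclei counted therefore stays open, and it can remove the whole contrast. Free RNA from lesional cells is a candidate explanation, since the fibroblast markers in the same nuclei had a median log2 ratio of -1.29 (-1.55 to -1.01). In lesional excitatory-neuron-like nuclei the fibroblast markers fell too, with a median of -0.565 (-0.85 to -0.34), yet the IFNγ list there rose by 0.32, which free RNA alone leaves unexplained. A biological difference between the libraries stays open and untested.

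A signal appeared in data not used in the comparisons. The multiplexing tag CMO301, assigned to neither library, had 1054 UMIs in 893 parenchymal barcodes of the library labelled Cxcl12-cKO, against 1 UMI in the parenchymal barcodes of the library labelled control. It was not the lone case, since the unassigned tag CMO303 had 707 UMIs in 672 lesional barcodes of the library labelled control, with at most 3 in a barcode. The highest count of CMO301 in a barcode was 5, while the tag of the parenchyma itself had a median of 4674 UMIs. This cannot decide whether nuclei of another tagged sample were present. Barcodes had been assigned to regions by their tags, so a nucleus carrying mainly another tag would be missing from these matrices. Whether the UMIs came from sequencing errors or from free tags was not tested, and no biological explanation was tested, since the tag is a reagent.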

How the results depend on the processing

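The alternatives that removed the highest Scrublet scores, left out nuclei with UMIs of both sexes, left out myeloid subcluster 3, left out the cluster led by Drd2, counted the bone-gene cluster as fibroblast and left genes that differ out of subclustering were chosen only after the data had been seen. No paired analysis was possible because there was 1 library per genotype and no test between libraries. The mice of the 2 libraries share only their sex, and the ratios within each sex are given as values. Values below are log2 ratios of the library labelled Cxcl12-cKO over the library labelled control.

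Among the results that answer a comparison, 238 values under an alternative stayed within counting error of the reported value, 71 moved beyond it, and 3 changed sign where the interval of the reported value left out 0. Among the other results these numbers were 598, 108 and 15. Values whose interval held 0 changed sign more often and are not in the last numbers. The SAM list kept the sign of its reported median under 8 of 16 alternatives, the IFNγ list in inhibitory-neuron-like nuclei under 10 of 15, the fibroblast-like share under 2 of 10 and the inhibitory-neuron-like share under 5 of 10. Cxcl12 in lesional fibroblast-like nuclei stayed higher under all 13 alternatives that gave a value, from 0.80 to 1.41. The IFNγ list in lesional myeloid-like nuclei stayed lower under all 16, from -0.88 to -0.12, and the M1-like list under all 16, from -0.57 to -0.29. The myeloid-like share of the lesion stayed higher under all 9, from 0.09 to 0.73, and the excitatory-neuron-like share lower under all 9, from -1.88 to -0.65. The T-cell-like share ranged from -0.25 to 0.06 and the fibroblast-like share from -0.22 to 0.16. The cause of the shifts below was not tested, except where the alternative itself shows it.

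The female mouse of each library alone gave -0.88 for the IFNγ list and 0.15 for the SAM list in lesional myeloid-like nuclei, 0.73 and -0.46 for the IFNγ list in lesional excitatory-neuron-like and inhibitory-neuron-like nuclei, and 0.00 for the synaptic list in excitatory-neuron-like nuclei. Cxcl12 in fibroblast-like nuclei was at 1.41 and Spp1 reversed to 0.30. Shares of the lesion were -0.22 for fibroblast-like, 0.73 for myeloid-like, -0.65 for excitatory-neuron-like and 0.78 for inhibitory-neuron-like nuclei. Fibroblast subclusters 2 and 3 were at -1.04 and 1.20, and myeloid subclusters 0 and 1 at -1.49 and 0.87.

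The male mouse of each library alone gave -0.12 for the IFNγ list and 0.10 for the SAM list in lesional myeloid-like nuclei, 0.64 for the IFNγ list in lesional excitatory-neuron-like nuclei and -0.03 for the synaptic list in excitatory-neuron-like nuclei. Cxcl12 was at 0.80 and Spp1 reversed to 1.17. Shares of the lesion were 0.16 for fibroblast-like, 0.09 for myeloid-like, -1.88 for excitatory-neuron-like and -1.55 for inhibitory-neuron-like nuclei, and in the parenchyma 0.02 for excitatory-neuron-like and -0.03 for inhibitory-neuron-like nuclei. Fibroblast subclusters 1 and 2 were at 0.09 and -0.40 and subcluster 3 reversed to -0.50. Myeloid subclusters 0 and 1 were at -0.45 and 0.13, and subcluster 6 reversed to -0.26.

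With nuclei weighted alike the IFNγ list was at -0.41 and the SAM list at 0.29, and Spp1 reversed to 0.51. After thinning, the SAM list was at 0.30 and the M1-like list at -0.33, while Spp1 reversed to 0.66 and Cxcl12 in excitatory-neuron-like nuclei to -0.55. The summed UMIs of the list gave 0.31 for the SAM list and 0.00 for the synaptic list in excitatory-neuron-like nuclei. With nuclei carrying UMIs of both sexes left out, the SAM list was at 0.28 and the M1-like list at -0.40, and Spp1 reversed to 0.71. Without myeloid subcluster 3 the IFNγ list was at -0.62.

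At resolution 0.5 the SAM list was at 0.24, the M1-like list at -0.29, fibroblast subcluster 0 at 0.39 and myeloid subcluster 0 at -0.54, while Apoc1 reversed to -0.19 and Spp1 to 0.53. With no filter on nuclei the M1-like list was at -0.35, fibroblast subclusters 0 and 2 at 0.41 and -0.41 and myeloid subcluster 1 at 0.20, while Apoc1 reversed to -0.09 and Ptprd to 0.01. With percentiles taken within each matrix, the excitatory-neuron-like share of the lesion was at -1.41 and fibroblast subclusters 0 and 2 at 0.42 and -0.43, while Apoc1 reversed to -0.04 and Ptprd to 0.01.

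A minimum of 100 UMIs per list gene gave -0.40 for the M1-like list. A minimum of 1 UMI gave -0.32 for the IFNγ list in inhibitory-neuron-like nuclei and reversed it to -0.02 in the parenchymal ones. TMM scaling gave -0.03 and 0.04 for the synaptic list in excitatory-neuron-like and inhibitory-neuron-like nuclei. With each nucleus assigned by its own markers, the synaptic list in inhibitory-neuron-like nuclei was at -0.01, the fibroblast-like share at -0.13 and the inhibitory-neuron-like share at -0.42. The IFNγ list in lesional inhibitory-neuron-like nuclei reversed to 0.38 and Nrxn3 to 0.02.

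With the highest Scrublet scores removed, the IFNγ list in inhibitory-neuron-like nuclei was at 0.33 and the synaptic list at -0.03 in excitatory-neuron-like and -0.01 in inhibitory-neuron-like nuclei, and Ptprd reversed to 0.02. The fibroblast-like share was at 0.13, the inhibitory-neuron-like share at -0.48 and fibroblast subclusters 0 and 1 at 0.14 and -0.21. With the few doublets that Scrublet called removed, fibroblast subclusters 0, 1 and 2 were at 0.42, -0.17 and -0.42. The bone-gene cluster counted as fibroblast gave -0.08 for the fibroblast-like share, and leaving out the cluster led by Drd2 gave -0.53 for the inhibitory-neuron-like share. With genes that differ left out of subclustering, fibroblast subclusters 0 and 2 were at 0.40 and -0.35 and myeloid subcluster 1 at 0.09, and myeloid subclusters 0 and 5 and fibroblast subcluster 4 had no match and no value. A changed share alone can move genes past the cut of this alternative, so a smaller ratio or a lost match cannot be held against a shift.

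At subcluster resolution 0.5 the 7 values that answer a comparison stayed within counting error. Assigning each nucleus by its own markers gave no subclusters, and some list and subcluster results had too few genes or no matching subcluster under an alternative and then have no value. Depth limits the T-cell-like nuclei, the lesional inhibitory-neuron-like lists and the receptors Cxcr4 and Ackr3, whose intervals were wide.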

Other observations

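Of the tests in this part, those of the makeup, free RNA, single mouse and swapped labels for Cxcl12, of 1 mouse alone for the IFNγ list and for Chrm3, and of the makeup for Chrm3 were chosen only after the results had been seen. Directions are between the libraries as labelled.

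Cxcl12 was higher in lesional fibroblast-like nuclei of the library labelled Cxcl12-cKO. A different makeup of fibroblast subclusters is argued against, since with subclusters weighted by the control makeup the log2 ratio was 0.849 (0.76 to 0.94). Free RNA is argued against, since lesional excitatory-neuron-like nuclei of that library held 3.83 CPM (1.98 to 6.69). A single mouse is argued against, since the smaller ratio of the 2 mice was 0.804 (0.66 to 0.95), while the control mice differed from each other by -0.096. Swapped labels of the 2 libraries cannot be told apart from a true rise. The ratio in lesional endothelial-like nuclei was 0.0948 (-0.45 to 0.62), and the deleted part of the gene is not given in the sources used here, so no count decides it. Chosen after its values were seen, fibroblast subcluster 3 had a Cxcl12 ratio of 0.084 (-0.16 to 0.33). The mice differed there, with a rise of 0.98 (0.45 to 1.59) in the female mice and -0.29 (-0.71 to 0.11) in the male mice. Col1a2, whose promoter drives the recombinase and which was also chosen afterwards, was lower in subclusters 0 to 4, from -0.77 to -0.48. Over the same subclusters Col1a1 ranged from -0.395 to 0.036 and Col3a1 from -0.285 to 0.397. Col1a2 thus fell more than either collagen gene in each subcluster. Whether the recombinase allele itself lowers Col1a2 counts is not given in the sources used here, so this does not settle the labels. Transcripts that are still made from a recombined gene may be counted at the 3′ end, which these data leave untested.

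The IFNγ list was lower in lesional myeloid-like nuclei of the library labelled Cxcl12-cKO. With subclusters weighted by the control makeup the median log2 ratio was -0.417 (-0.53 to -0.36), after thinning -0.537 (-0.63 to -0.39), and without the subcluster rich in nuclei with UMIs of both sexes -0.616 (-0.69 to -0.51), so makeup, depth and RNA from other cells are argued against as the whole cause. A single mouse cannot be told apart from an effect of genotype. The smaller fall of the 2 mice was -0.133 (-0.27 to -0.029), and the control mice differed from each other by 1.02 on the log2 scale of the summed list. The criterion for this test was tightened, after its values had been seen, to ask that the ratio exceed the difference between the control mice. The list was also lower in lesional astrocyte-like (-0.48, -0.61 to -0.32), oligodendrocyte-like (-0.35, -0.72 to -0.15) and endothelial-like nuclei (-0.27, -0.45 to -0.0014). In T-cell-like nuclei its fall was within counting error (-0.16, -0.35 to 0.10), and in lesional excitatory-neuron-like nuclei it rose (0.32, 0.021 to 0.59).

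Chrm3 was higher in lesional fibroblast-like nuclei of the library labelled Cxcl12-cKO. Free RNA from neurons is argued against, since the synaptic list in the same nuclei rose by a median of only 0.0983 (0.054 to 0.15). A single mouse is argued against by a smaller ratio of 1.10 (0.99 to 1.21), beside a difference of 0.71 between the control mice. A different makeup of subclusters is argued against by a ratio of 2.59 (2.52 to 2.66) at the control makeup. The rise was uneven, from 0.50 in subcluster 3 to 3.70 in subcluster 2, and in subcluster 0 of the female mice Chrm3 was lower, at -0.89 (-1.08 to -0.70). With 1 library per genotype a difference between libraries that has no link to Cxcl12 stays open.

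The unnamed cluster led by Tnn, Bglap and Ibsp was a smaller share of lesional nuclei in the library labelled Cxcl12-cKO, at 1.06% against 4.30%. More bone in the tissue of a single control mouse is argued against, since the lower share of the 2 control mice was 3.59% (2.92 to 4.36%), against 0.695% and 1.52% in the female and male mice labelled Cxcl12-cKO. More bone dissected with both control lesions stays open, as does a biological difference.

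The endothelial-like cluster held 331 nuclei over both libraries and regions, including nuclei with the mural genes Myh11 and Rgs5. This number is higher than that given by the study.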
